A study of Malus domestica with 6 samples. Its data were reported in "Fade into you: genetic control of pigmentation patterns in red-flesh apple (Malus domestica)" (2025).

How the data were processed

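Messenger RNA was measured in red-flesh and white-flesh mesocarp of apple cv. 'R201' sampled 84 days after full bloom. Per the labels, both flesh types were cut from the same fruits, and the 3 replicates of each type were called semi-biological, with fruits from different trees. Libraries were poly(A)-enriched, strand-marked with dUTP and sequenced as paired reads. Per the study, red flesh was the outer and white flesh the inner part of the cortex, so colour and position in the fruit changed together in every pair.

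The authors deposited 1 quantification table per library in the format of the program salmon, with 52311 gene IDs in each. The authors' tables gave an estimated count of reads per gene, a TPM value (transcript abundance scaled by effective length within a library), a length and an effective length. The estimated counts need not be whole, because reads that match several genes are divided among them. The quantification program's version and settings are not given in the sources used here. Gene IDs have the form used in the GDDH13 v1.1 apple annotation, the genome named in the study's methods. The estimated counts were rounded to whole numbers, and TPM values were not tested.

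None of the gene IDs matched the RefSeq gene table at hand, which describes the assembly GDT2T_hap1 (0 matches). Names were taken from the study's text, and descriptions from the functional annotation in the study's lists of called genes and of genes near methylated regions. Descriptions were held for 2123 IDs, of which 1940 came from the list of called genes. That list was held only in part, and the missing part covered most strongly lowered genes. Of 787 genes lower in red flesh by more than 0.5 on the log2 scale, 5 had a description. Start and end coordinates were not used here, and the chromosome was read from the gene ID.

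Red flesh was compared with white flesh by edgeR's quasi-likelihood test (version 4.0.16 in R 4.3.3), with TMM normalisation, its standard expression filter and the flesh type as the only term. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 28610 genes tested, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were obtained from the fold change and the test statistic. Normalised counts are CPM as edgeR gives them, with library sizes scaled by the TMM factors. The study used DESeq2, which was run as an alternative (version 1.42.0).

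The following were chosen before the data were examined, after the paper and its supplement, including the study's own calls, had been read: the tests, the gene lists, the alternatives and the rule for naming genes. The rule named the gene IDs in the study's text, the 10 largest changes in each direction among called genes past 0.5 with a mean of at least 100 counts and no overlap between groups, the 5 smallest p-values in each direction, up to 4 members of each list, and up to 5 called genes of a chromosome 8 interval. Of genes without a description, at most 2 that rose and 2 that fell are printed, apart from those named in the study's text. Genes named outside the rule are said to be so, or to have been taken after their values were seen. The ID MD09G1278600 was entered as MdMYB10 from general knowledge. The sources used here describe it only as myb domain protein 113.

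The 24 gene lists were word patterns applied to the descriptions. The descriptions came almost wholly from the study's called genes, so the lists give counts and examples, no set test was run, and the counts are not independent evidence of direction. Most members had thus been picked for small p-values on these libraries. Adjusting over a list alone therefore calls nearly all of them and is no check on the calls. Strongly lowered genes mostly lacked a description, so the lists could hardly show them. Of called genes with a description, 1393 were higher and 387 lower in red flesh. The patterns gave 299 hits. After the descriptions were seen, 29 hits were removed, 18 because the word stood inside another word and 11 because it had another meaning. Of those removed, 16 were called higher and 5 lower. The list of the flavan-3-ol and flavonol branch matched 0 described genes and is covered by the IDs in the study's text.

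Same-letter red and white samples were compared by the correlation across genes, which are not replicates, of their deviations from the group means. The correlations were 0.27 for letter A, 0.23 for letter B and 0.23 for letter C, and those between different letters were 0 or lower. The labels state that both flesh types came from the same fruits, so the letters were taken to pair the samples. The replicate block was fixed as an alternative. Other alternatives were DESeq2, its size factors within edgeR, no filter on low counts, a mean of at least 50 counts, effective-length offsets, a test against 0.5 on the log2 scale, and leaving out each library. Fits with a library left out were made without pairs. DESeq2 with the replicate block, robust dispersion estimation and lists with all pattern hits were added after seeing the data.

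The procedure was tested on simulated data for red against white flesh, with counts drawn from the means and dispersions of these libraries, 5 simulations and 28318 genes tested on average. In each simulation 50 genes were changed by each fold, in all far fewer than the 3080 called in the data. Same-letter samples shared no effect there, so the simulated samples were unpaired. edgeR recovered 70% of genes changed 1.5-fold, 88.8% of those changed 2-fold and 99.6% of those changed 3-fold or 4-fold. Of its calls there, 10% were false, above the nominal 5% level, and 10.5% with the replicate block. Among unchanged genes, 4.84% had an unadjusted p under 0.05 by edgeR. With so few changed genes and no pairs, the share of false calls need not hold for the real data. The number of simulations was raised from 1 to 5 after the first had given a higher false share. The self-test with DESeq2 gave 10.1% false calls.

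Libraries held 25536185 to 26050906 estimated reads. Pairs of libraries of the same flesh type differed by more than sampling noise, with chi-square values per degree of freedom of 4.89 to 10.24, so none was treated as a copy of another. Reads shared between similar genes were divided by the quantification, and 13.8% of tested genes had whole read numbers in every library. A number was taken as whole only where the value as deposited had no fractional part, with no tolerance, and a whole number does not show that no reads were divided. Values for members of gene families with close copies are therefore uncertain.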

Results

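Gene expression was measured in 6 libraries from the mesocarp, the edible flesh, of apple cv. 'R201', a red-flesh cultivar whose flesh loses its colour in part as the fruit grows. There were 3 libraries of red flesh and 3 of white flesh, lettered A to C in both groups, all from fruits at 84 days after full bloom. Library totals for A, B and C were 26050906, 25536185 and 25749060 estimated reads in white flesh and 25617006, 25540845 and 25959371 in red flesh. The first principal component of log2 CPM held 50.8% of the variance and separated red from white libraries. The replicates were fruits from different trees. Per the labels red and white flesh came from the same fruits, and samples of the same letter were taken to be pairs.

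The comparison asked which genes differ between red and white flesh cut from the same fruits, although the main test did not use the pairing. By edgeR's quasi-likelihood test, 1740 genes were higher and 1340 were lower in red flesh among 28610 tested. Past 0.5 on the log2 scale, 930 genes were higher and 787 were lower. With the samples paired by letter (replicate block), 2981 genes were higher and 2401 were lower. Without white-flesh replicate B, 939 genes were higher, 705 were lower and 509 were lower past 0.5. Without red-flesh replicate A, 941 were higher and 666 lower, and 614 and 492 past 0.5, while without red-flesh replicate C 807 were lower.

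**Figure D1:**
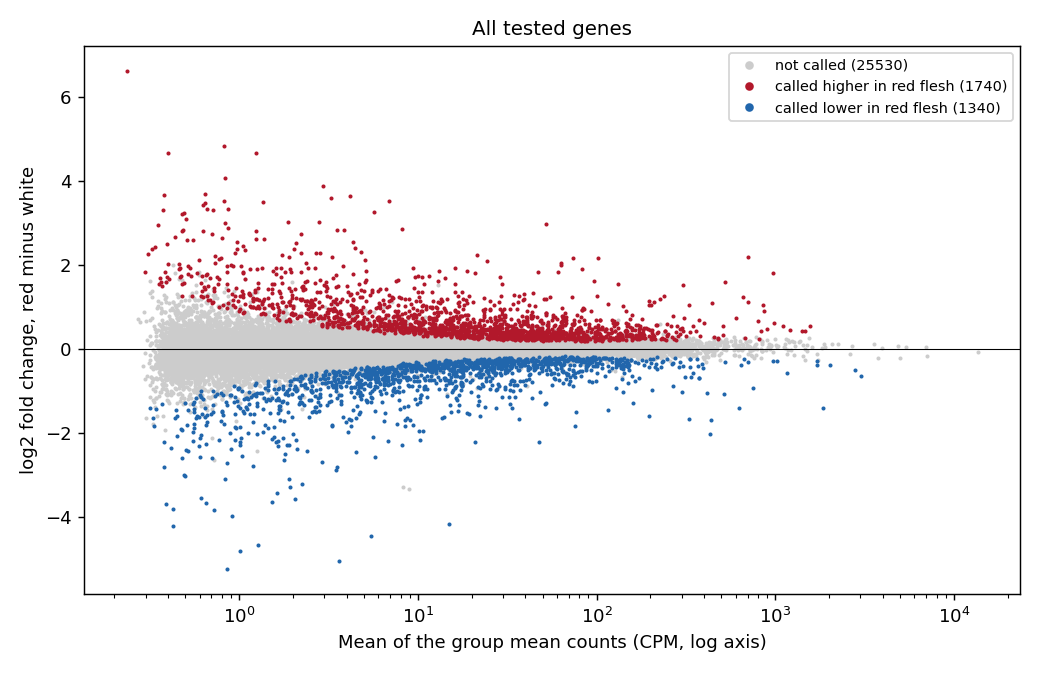
Log2 fold change (red minus white) of each of the 28610 tested genes against the mean of the 2 group mean counts (CPM, log axis). Red points are the 1740 genes called higher in red flesh, blue points the 1340 called lower, and grey points are genes not called.

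Genes of anthocyanin synthesis were higher in red flesh. MdGSTU22 (MD17G1272100, chromosome 17), named as a tau-class enzyme by the study but described in its annotation as glutathione S-transferase phi 12, a protein that helps carry anthocyanins to the vacuole in Arabidopsis, rose from 253.8 ± 21.9 to 1160 ± 145 CPM (SD, n = 3), a log2 fold change of 2.19 (SE 0.10, edgeR adjusted p = 5.44e-06). MdCHS (MD04G1003300, chromosome 4), a chalcone synthase at the entry to flavonoids, rose from 436 ± 49.6 to 1517 ± 96.2 CPM (edgeR adjusted p = 5.44e-06). MdPAL1 (MD04G1096200, chromosome 4), a phenylalanine ammonia lyase, rose by 1.58 on the log2 scale (SE 0.10, edgeR adjusted p = 2.27e-05). MdDFR (MD15G1024100, chromosome 15), a dihydroflavonol reductase, rose from 445 ± 21.8 to 962 ± 73.6 CPM (edgeR adjusted p = 2.27e-05). The study chose these 4 genes on these samples, so their direction is not independent evidence.

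In the list of flavonoid and anthocyanin synthesis, 15 of 15 tested members were higher in red flesh, and 15 when adjusted over the list alone. The list held 4 chalcone synthases, 5 chalcone isomerases, 2 flavanone 3-hydroxylases, 2 leucoanthocyanidin dioxygenases, MdDFR and a glucosyltransferase. All came from the study's called genes, so neither count is independent evidence. Flavanone 3-hydroxylase MD15G1246200 rose from 47.9 ± 2.80 to 146 ± 15.1 CPM. The leucoanthocyanidin dioxygenases, which form the coloured anthocyanidins, rose by 0.92 and 1.55 on the log2 scale. The chalcone synthases MD04G1003000, MD04G1003300 and MD04G1003400, the last of them named outside the rule after its values were seen, have nearby IDs and counts that are not whole, so some of their reads were divided among similar genes and the level of each is uncertain. UDP-glucosyl transferase 78D2 (MD07G1306900) had 132.1, 36.6 and 107.2 CPM in red libraries A, B and C against 11.8 ± 4.22 CPM in white flesh (edgeR adjusted p = 0.00105). With robust dispersion estimation, tried after seeing the data, its adjusted p by edgeR was 0.071, and over all alternatives it ran from 2.59e-26 to 0.071.

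**Figure D2:**
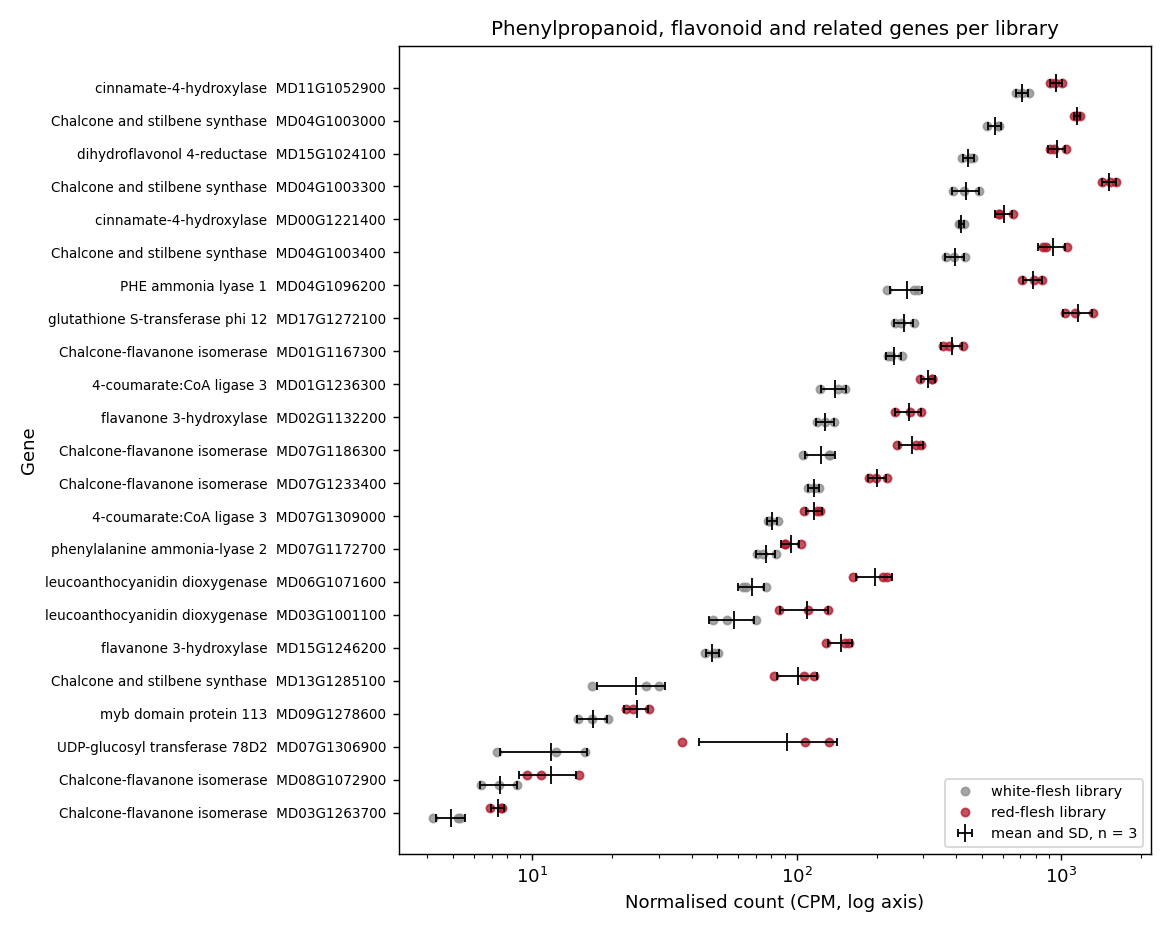
Normalised counts (CPM, log axis) of phenylpropanoid and flavonoid genes, the glutathione S-transferase MD17G1272100 and myb domain protein 113 in each library, with means and SDs (n = 3). The red-flesh libraries of MD17G1272100 lie between 1034 and 1319 CPM and its white-flesh libraries between 235 and 278 CPM.

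Of the phenylpropanoid entry list, 5 of 5 members were higher in red flesh, with log2 fold changes from 0.31 to 1.18. MdPAL1, described as PHE ammonia lyase 1 and higher by 1.58, was not matched by the word pattern and is not in this list. 4-coumarate:CoA ligase MD01G1236300 rose by 1.18 on the log2 scale (SE 0.08). The hydroxycinnamate and dihydrochalcone list held 3 genes described as UDP-glucosyl transferase 88A1, a glycosyltransferase, and all 3 were higher. MD08G1218900 among them rose from 5.67 ± 0.52 to 14.4 ± 0.53 CPM. Among glutathione S-transferases, 5 of 7 were higher and 2 were lower. Of 10 MATE transporters and 1 ABC transporter, 10 were higher and 0 were lower, with MATE protein MD13G1032100 at 7.36 ± 0.77 CPM in white and 13.8 ± 0.13 CPM in red flesh. Both members of the vacuolar acidification list were higher. MD13G1247200 is described as H(+)-ATPase 1, the name of a plasma membrane proton pump in Arabidopsis, and MD14G1116200 as a malate transporter. The ATPase had an edgeR adjusted p of 0.00569, and 0.124 with robust dispersion estimation (6.33e-12 to 0.124 over all alternatives). The malate transporter had an edgeR adjusted p of 0.0311, and was not called without white-flesh replicate A or B or red-flesh replicate B or C, with adjusted p-values of 0.0805, 0.11, 0.117 and 0.0887. With all libraries and the replicate block its edgeR adjusted p was 0.00251. The list of laccases, polyphenol oxidases and class III peroxidases held 2 polyphenol oxidases and 4 genes described as peroxidases, of which 5 were higher and 1 was lower. The lower one, peroxidase MD00G1190800, was called with all libraries and without white-flesh replicate C, and its edgeR adjusted p ran from 0.0737 to 0.0971 without any other library. Of the higher ones, peroxidase MD07G1230500 was not called without white-flesh replicate A or C or any red-flesh replicate, with edgeR adjusted p-values from 0.0622 to 0.146. With all libraries and the replicate block, the edgeR adjusted p was 0.00251 for MD00G1190800 and 0.00315 for MD07G1230500. Adjusted over the list alone, the counts of these 6 lists were the same, which the choice of members from called genes largely fixed in advance. These lists too were drawn from the study's calls and are not independent evidence. Strongly lowered genes mostly lacked a description, so the lists could hardly show them, and no gene described as a laccase was held. The study concludes that laccases, polyphenol oxidases and peroxidases were higher in white flesh, although a passage of its discussion gives red flesh.

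Genes of the flavan-3-ol and flavonol branches, which compete with anthocyanins for precursors, were not called, except 1. MdANR MD01G1077800, an anthocyanidin reductase, was at 19.3 ± 3.37 CPM in white and 25.3 ± 1.24 CPM in red flesh (log2 fold change 0.39, SE 0.11, edgeR adjusted p = 0.0436). Its call was lost without white-flesh replicate A or B and without red-flesh replicate A, B or C, with edgeR adjusted p-values of 0.0794, 0.144, 0.0785, 0.118 and 0.136. With all libraries and the replicate block its edgeR adjusted p was 0.00474. The other MdANR (MD05G1335600) and the MdFLS genes MD08G1168600 and MD15G1353800, flavonol synthases, were not called, with edgeR adjusted p-values of 0.163, 0.635 and 0.297. The 3 MdLAR genes (MD06G1211400, MD13G1046900 and MD16G1048500) had 0 to 7 counts per library and were not tested.

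Of 18 gene IDs fixed from the study, with the presumed MdMYB10 among them, 15 were tested and 8 called, or 5 without white-flesh replicate B. Among regulators, myb domain protein 113 (MD09G1278600, presumed MdMYB10, the activator of red-flesh colour) rose from 16.9 ± 2.22 to 24.7 ± 2.52 CPM, a log2 fold change of 0.55 (SE 0.10, edgeR adjusted p = 0.00726). MdTTG1 (MD01G1228700), a WD40 protein that joins MYB and bHLH factors, was lower in red flesh, at 59.7 ± 0.71 against 49.7 ± 4.07 CPM (log2 fold change -0.27, SE 0.07, edgeR adjusted p = 0.0284). The call on MdTTG1 was lost without white-flesh replicate A or B or red-flesh replicate A or B, with edgeR adjusted p-values of 0.0523, 0.0962, 0.0761 and 0.0748. With all libraries and the replicate block its edgeR adjusted p was 0.00585. MdMYB3 (MD15G1411200) fell by 1.89 on the log2 scale (SE 0.42, edgeR adjusted p = 0.0146). It rests on 19, 28 and 22 counts in white and 7, 9 and 2 counts in red libraries, and its edgeR adjusted p was 0.0694 without white-flesh replicate B, and 0.0627 by DESeq2 with the replicate block, a paired alternative added after seeing the data, in a range of 0.00377 to 0.0694 over the alternatives. With the replicate block in edgeR it was 0.00377. In the wider list of MYB and bHLH factors, 8 of 15 were higher and 6 were lower (8 and 7 adjusted over the list alone), with myb domain protein 116 (MD06G1217200) rising from 57.6 ± 1.23 to 112 ± 12.9 CPM.

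A locus for the pigmentation pattern was mapped by the study to linkage group 8, and 4 candidate genes were named there. None of the 4 was called without pairing. The MYB44 gene MD08G1092000 had a log2 fold change of -0.18 (SE 0.07, edgeR adjusted p = 0.145), and the MYB-3R gene MD08G1117700 one of 0.17 (SE 0.07, edgeR adjusted p = 0.152). In the paired fit with the replicate block their edgeR adjusted p-values were 0.0212 and 0.0311, the lowest of ranges that reach 0.354 and 0.365 over the alternatives. The other paired fit, DESeq2 with the replicate block, called neither, with adjusted p-values of 0.146 and 0.228. WRKY11 (MD08G1127200) had a log2 fold change of -0.07 and HY5 (MD08G1147100) one of 0.18, with edgeR adjusted p-values of 0.649 and 0.677. These values are for the candidate IDs only. Other genes, described as WRKY DNA-binding protein 11 and as HY5-homolog, were called higher in red flesh, by 0.42 and 0.39 on the log2 scale. Both lie outside the naming rule and came from the study's called genes. The interval tested here runs between the outer candidates and is shorter than the region mapped by the study, which goes on past HY5. Among its 284 tested genes, 29 were called (10.2%), against 10.8% of the other 28326 genes. The odds ratio was 0.94 (95% interval 0.62 to 1.39, Fisher's exact test, two-sided, p = 0.847). With the replicate block 45 genes were called there, 15.9% against 18.8% of the other genes (odds ratio 0.81, Fisher's exact test, two-sided, p = 0.222). Without white-flesh replicate B, 19 were called, 6.55% against 5.66% of the other genes (odds ratio 1.17, Fisher's exact test, two-sided, p = 0.522). Without red-flesh replicate A, 19 were called, 6.62% against 5.53% (odds ratio 1.21, Fisher's exact test, two-sided, p = 0.434). Past 0.5 on the log2 scale with all libraries, 21 were called, 7.39% against 5.99% (odds ratio 1.25, Fisher's exact test, two-sided, p = 0.314). The direction of the difference thus changed with the setting. Of windows of 284 consecutive tested genes, 35.7% held fewer calls. In the interval, tocopherol cyclase MD08G1115600, an enzyme of vitamin E synthesis, rose from 2.43 ± 0.23 to 6.02 ± 1.12 CPM.

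**Figure D3:**
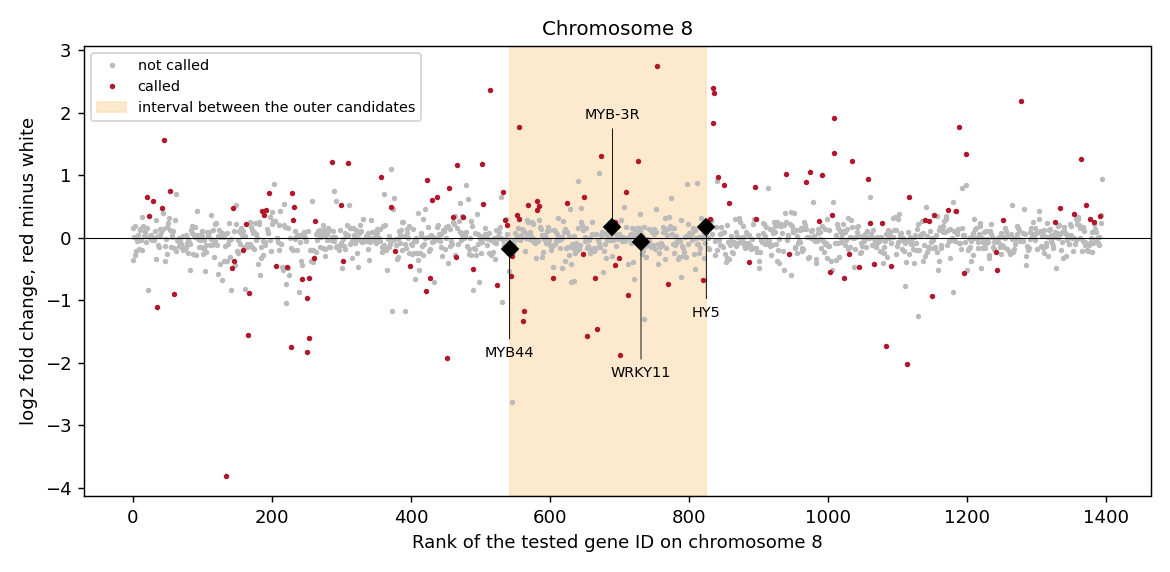
Log2 fold change (red minus white) of each tested gene on chromosome 8 in the order of gene IDs. The shaded band covers the 284 genes between the outer candidates, diamonds mark the 4 candidates, red points are called genes, 29 of which lie in the band, and grey points are genes not called.

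Among light signalling genes, 12 of 18 were higher and 5 were lower (13 and 5 adjusted over the list alone). B-box zinc finger gene MD17G1243400 rose by 1.93 on the log2 scale (SE 0.23), and MD16G1043000, of the same family, from 38.0 ± 5.28 to 66.3 ± 6.62 CPM. The remaining B-box gene of the list, outside the naming rule, was lower, with a log2 fold change of -0.36. The list also held 8 NPH3 family proteins, of which 5 were higher and 3 lower. Of the jasmonate list, picked by description, 6 of 6 members were higher, as when adjusted over the list alone. They were described as lipoxygenase 1, lipoxygenase 2, a further lipoxygenase and 12-oxophytodienoate reductase 2. Whether each of them serves jasmonate synthesis was not tested. Lipoxygenase MD16G1191300 rose from 11.3 ± 0.22 to 22.9 ± 1.72 CPM. Of auxin genes, 11 of 22 were higher and 8 were lower (11 and 9 adjusted over the list alone). Auxin efflux carrier MD12G1194000 rose from 20.1 ± 1.72 to 34.1 ± 1.78 CPM, while the 5 auxin response factors of the list, transcription factors of this hormone's response, were lower. The gibberellin list had 2 of 5 members higher and 1 lower (3 and 1 adjusted over the list alone). Of these, MD08G1089300, which was higher, had an edgeR adjusted p of 0.0656 with robust dispersion estimation, the highest over its alternatives, and gibberellin 2-oxidase MD16G1006700, of a class that inactivates gibberellins, rose from 9.85 ± 0.81 to 23.7 ± 4.59 CPM. The brassinosteroid list had 1 of 4 higher and 2 lower, the same when adjusted over the list alone, with a BZR1 family gene (MD08G1035400) falling from 34.4 ± 1.99 to 24.9 ± 0.32 CPM. The higher one, BRI1 kinase inhibitor gene MD15G1084100, was not called without white-flesh replicate A or C or red-flesh replicate A or B, with edgeR adjusted p-values of 0.0648, 0.0678, 0.134 and 0.0939, nor with robust dispersion estimation (0.0624). With all libraries and the replicate block its edgeR adjusted p was 0.000427. Of ethylene genes, 2 of 6 were higher and 2 were lower, and 4 and 2 when adjusted over the list alone or when paired by the replicate block. Without red-flesh replicate A, ethylene response genes MD06G1051900, which was higher, and MD03G1194300 and MD13G1163300, which were lower, were not called, with edgeR adjusted p-values of 0.0541, 0.0757 and 0.127. MD13G1163300 was also not called without red-flesh replicate B or any white-flesh replicate, at 0.0502 to 0.0963. With all libraries and the replicate block, the edgeR adjusted p-values of MD06G1051900, MD03G1194300 and MD13G1163300 were 0.00128, 0.00137 and 0.000713. ACC oxidase MD15G1205100, which forms ethylene, rose from 10.1 ± 1.46 to 18.5 ± 2.60 CPM. These lists, too, came from the study's called genes for the most part. Of all called genes with a description, 1393 were higher and 387 lower in red flesh, so the counts are not independent evidence of direction.

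Of 27 tested genes of green, chloroplast-rich tissue, 23 were higher, 0 were lower and 4 were not called in red flesh by edgeR, and 25 were higher and 1 lower when adjusted over the list alone or paired by the replicate block. Chlorophyll A-B binding gene MD13G1200600 rose from 451 ± 23.6 to 749 ± 56.4 CPM, and the small subunit of Rubisco MD17G1244400 from 25.6 ± 3.42 to 102 ± 27.3 CPM. The lower one in those counts, chlorophyll A/B binding protein MD10G1265400, was chosen after its values were seen, and had 89.6 ± 7.24 CPM in white and 75.7 ± 4.53 CPM in red flesh (edgeR adjusted p = 0.0546, and 0.0191 with the replicate block). The neighbouring ID MD10G1265300, of the same description, rose from 25.1 ± 3.44 to 63.0 ± 3.38 CPM. Reads divided between both cannot be excluded, so the level of each is uncertain. Of the epidermis and cuticle list, 10 of 13 were higher and 2 were lower (11 and 2 adjusted over the list alone). Lipid transfer protein 4 (MD12G1187100) had the highest fold change among the risen genes that met the naming rule, from 0.62 ± 0.29 to 7.68 ± 4.57 CPM (log2 fold change 3.62, SE 0.46, edgeR adjusted p = 0.00066). Of the vascular list, 4 of 9 were higher and 3 were lower (5 and 4 adjusted over the list alone), with cellulose synthase like E1 gene MD03G1029100 rising from 58.9 ± 8.09 to 142 ± 19.3 CPM. Like the other lists, these came mostly from the study's called genes. Of all called genes with a description, 1393 were higher and 387 lower in red flesh. More higher than lower members therefore do not show what tissues the pieces held. Red flesh was outer and white flesh inner, so position differed with colour for each gene group above.

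The largest falls under the naming rule were in MD07G1008700, from 10.5 ± 3.28 to 0.47 ± 0.23 CPM, and MD16G1014300, from 28.3 ± 11.8 to 1.57 ± 0.63 CPM, with edgeR adjusted p-values of 3.22e-05 and 5.18e-05. The sources used here give no description of either gene. Among genes with the smallest p-values that rose, polyol/monosaccharide transporter 5 (MD10G1080100), which carries sorbitol and related sugars, went from 27.1 ± 1.84 to 95.4 ± 11.7 CPM.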

Values the study reported

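The study reported 2,727 genes with different expression between the flesh types at an adjusted p under 0.05. It counted 853 genes as higher in red flesh beyond a log fold change of 0.5, and 718 as lower. It gave a log fold change of -1.9 for MdMYB3, and listed 724 genes in its region of linkage group 8.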

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

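DESeq2 with the replicate block, robust dispersion estimation and lists with all pattern hits were chosen only after the data were seen. With edgeR's replicate block, 2981 genes were higher and 2401 lower in red flesh, and 45 genes of the chromosome 8 interval were called; adding the same block to DESeq2 gave 1480 and 1030 genes, against 1565 and 1162 by DESeq2 without it, and the cause of the opposite shift was not tested. Tested against 0.5 on the log2 scale, 265 genes were higher and 214 lower, since that test asks for a change beyond 0.5 and not beyond 0. When 1 library was left out, the count of higher genes ranged from 939 to 1624 and that of lower genes from 666 to 1523. Past 0.5 the ranges were 614 to 950 and 492 to 1061. Calls in the interval ranged from 19 to 29, calls among the study's named genes from 5 to 8 against 8 with all libraries, and calls in the gene lists from 154 to 208 against 224. Each such fit has fewer samples and is unpaired. Under the other settings these counts stayed within 1.5 times of the values reported. Of 128 genes named by the rule, 128 kept their direction and call under DESeq2, its size factors, effective-length offsets and no filter. The replicate block added 3 calls, the genes MD08G1092000, MD08G1117700 and MD09G1038100, and changed no other named gene. In every list but auxin it gave the same counts of higher and lower members as the adjustment over the list alone. The auxin list had 11 higher and 8 lower with the block. Leaving out 1 library ended 3 to 8 calls among these genes. It moved the log2 fold change of HY5 (MD08G1147100) between -0.10, without red-flesh replicate A, and 0.31, without white-flesh replicate B, a gene not called under any alternative. About 10% of calls were false in simulated data, which held few changed genes and no pairs, so the share among the real calls is not known. That, and 3 libraries per group, limit how firmly genes near the threshold can be read.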

Other observations

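The tests of other splits, of a random order and of green tissue were chosen only after the calls had been seen. Other gene lists gave the following counts. Of WRKY and NAC factors, families of stress-related regulators, 12 of 13 were higher in red flesh and 0 were lower by edgeR (13 and 0 adjusted over the list alone), with WRKY33 gene MD04G1167700 rising from 0.62 ± 0.22 to 5.01 ± 1.51 CPM. Of heat shock proteins and their DnaJ partners, 9 of 11 were higher and 0 were lower (9 and 1 adjusted over the list alone or paired by the replicate block). The oxygen-limitation list held 4 alcohol dehydrogenases and 4 pyruvate decarboxylases, of which 7 were higher and 1 was lower, also when adjusted over the list alone, and alcohol dehydrogenase MD10G1014200 rose from 135 ± 12.8 to 199 ± 7.39 CPM.

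Of cell wall loosening genes, 11 of 18 were higher and 4 were lower (11 and 5 adjusted over the list alone), with xyloglucan endotransglucosylase MD02G1192600 rising from 158 ± 17.2 to 449 ± 134 CPM. Of sugar transport genes, of which 7 are described as nucleotide-sugar transporters, 11 of 16 were higher and 3 were lower (12 and 3 adjusted over the list alone). Sucrose-proton symporter MD10G1045900 rose from 5.92 ± 0.79 to 12.4 ± 2.36 CPM. Of cold and dehydration genes, 8 of 15 were higher and 3 were lower (8 and 4 adjusted over the list alone). These lists hold the study's called genes for the most part and are not independent evidence. Strongly lowered genes mostly lacked a description, so these lists could hardly show them.

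Neighbouring gene IDs were called in the same direction more often than in permuted orders. There were 296 such pairs, against a mean of 165.5 in 10000 permuted orders within chromosomes (one-sided permutation p = 1e-04, the smallest they can give), which argues against a random order. Of 134 pairs with descriptions, 31.3% had one description, against 0.45% of random pairs of described genes, so tandem copies may be a part of it, although no background of neighbouring genes that were not called was tested. Copies with one identical description were not the whole of it, since 92 described pairs with differing descriptions exceeded the 87 at the upper bound of permuted orders (one-sided permutation p = 0.006), but related copies can carry differing descriptions, so tandem copies as the whole stay open. Reads divided between similar genes stay open. Among genes whose deposited estimated counts had no fractional part in any library there were 3 pairs against 2.6 permuted. The overall excess would have given 4.6 there, below the bound of 6, so this test could not decide. The bound was set beforehand, but the rule that leaves the test undecided was added after the value was seen.

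Genes of green tissue had a median log2 fold change of 0.68 in red flesh. A candidate explanation is more green outer tissue in the red pieces. The 5 members most abundant in white flesh, taken by level after their values were seen, did not rise by one common factor: rubisco activase MD11G1095300 went from 134 ± 29.7 to 287 ± 34.2 CPM, while MD13G1200600, MD05G1000500, MD10G1265400 and MD05G1336200 had log2 fold changes of 0.73, 0.43, -0.24 and 0.26, the last 2 not called by edgeR without pairing (adjusted p = 0.0546 and 0.0582). The value of MD10G1265400 is uncertain, because reads may have been divided with its neighbour MD10G1265300, of the same description, which rose by 1.33 on the log2 scale. Unequal rises do not decide on this explanation, because a larger share of green tissue need not raise every member by the same factor. Position cannot be told apart from colour, because red flesh was outer and white flesh inner, and 26 of the 29 described members came from the study's called genes. A difference due to colour itself was not tested.

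The 6 libraries make 10 splits into 3 and 3, the real one included, too few for a share under 0.05. By edgeR the real split gave 1740 higher and 1340 lower genes, 930 and 787 past 0.5, 29 in the chromosome 8 interval, 8 of the study's named genes and 224 list members. The highest of the other splits gave 0 for each by edgeR, so 1 of the 10 splits was as large, with 259 to 2143 genes at an unadjusted p under 0.05 in those splits and 7031 in the real one. Every other split mixed red and white libraries in both groups, so a difference between the flesh types widened the spread within groups and few calls could arise. List members mostly, and named genes in part, were picked from the study's calls on the real split, so their contrast was largely fixed beforehand. By DESeq2 the highest other split called 34 genes, against 2727. The other splits that part every pair called 0 genes by edgeR, with 259 to 564 at an unadjusted p under 0.05, and 0 to 1 by DESeq2.

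MdTTG1 (MD01G1228700) and MdANR MD01G1077800 were described by the study as not differing between the flesh types. Here both had an adjusted p under 0.05, MdTTG1 with adjusted p-values of 0.0284 by edgeR and 0.0265 by DESeq2, and MdANR with 0.0436 and 0.0221. Their log2 fold changes of -0.27 and 0.39 were smaller than 0.5 in size. The study's methods also selected genes by a minimum size of change, which neither gene reached. Beyond HY5, where the interval tested here ends, MD08G1149900 and MD08G1150000, described as GAG/POL/ENV polyprotein and as a DNA/RNA polymerase, rose from 20.6 ± 3.59 to 73.5 ± 23.4 CPM and from 1.43 ± 0.18 to 7.52 ± 2.78 CPM. The first of them was chosen after its values were seen, and whether they lie within the region mapped by the study was not tested.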
